A study of Mus musculus with 7 samples.

How the data were processed

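ChIP-seq with antibodies against Zfp281 and Suz12 was done in mouse ESCs and XENs of one strain, with an input sample for each cell type, and H3K27me3 was mapped in XENs. Per the labels' protocols, libraries were sequenced as paired-end reads on an Illumina instrument, and both cell types were grown without feeder cells. Samples were grouped by cell type and antibody from their titles, which gave 7 groups of 1 sample, 3 from ESCs and 4 from XENs. The same Zfp281 antibody and the same Suz12 antibody were used in both cell types, per the labels.

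The deposited data are 5 peak lists, 1 for each immunoprecipitated sample, with 10 columns in the narrowPeak layout and no header. The labels name no peak caller, aligner, genome build, treatment of duplicate reads or control, so none of these is stated here as a fact. Each deposited peak has a start and an end, a summit position, a score, a fold enrichment, a -log10 p-value and a -log10 q-value, all as the authors' peak caller gave them. The deposited score equalled 10 times the -log10 q-value without its decimals in every peak of the 5 lists. The lowest deposited -log10 q-value was 1.31 in the ESC Zfp281 list, 1.33 in the ESC Suz12 list and 1.53 in the XEN Zfp281 list, each just above that of a q-value of 0.05. It was 14.1 in the XEN Suz12 list and 16.9 in the XEN H3K27me3 list. The authors' fold, score and -log10 values were used to describe, rank or filter peaks within a list. Between lists, they served for a minimum score applied to both cell types as an alternative and for median folds given side by side. The depth, the control levels and the thinning described below were also computed from them. Each list comes from 1 library, so nothing was pooled.

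The build was examined from the positions. On chromosome 7, 286 ESC Zfp281 peaks, 54 ESC Suz12 peaks and 16 XEN Zfp281 peaks lay past the last gene of the GRCm38.p6 gene table, and on chromosome 1 so did 28 ESC Zfp281 and 5 ESC Suz12 peaks. The 3 long lists therefore use an older build than GRCm38. The short lists hold too few peaks to tell, and overlaps between short and long lists assume one build. No genome or annotation of that build was used here, and coordinates were not converted. For this reason 8 planned results were not run: the shares of peaks within 1 kb of a transcription start site in 3 lists, the odds ratio of promoter binding by both factors, the shares of a fixed list of XEN genes bound at the promoter by either factor, and the enrichment of a G-rich element in the Zfp281 peaks of either cell type. Coordinates are printed counting from 1.

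Lists were compared by overlap of at least 1 bp. Each overlap was described against 1000 random placements, in which every peak of the first list was put at a uniform random position on its own chromosome, between the lowest and the highest position of any list there. The mean, SD and range of the placements are given. Placements take no account of regions in which reads cannot be aligned. The comparisons, their main settings and most alternatives were fixed before the data were examined. The alternatives were the higher-scoring 50% of each list, equal numbers of peaks, an overlap of at least 50% of the shorter peak (20 placements), peak centres within 1 kb (100 placements), merging of peaks closer than 500 bp, a shift of the whole list along each chromosome and restriction to chromosomes 1 to 19 and X, which left out 30 ESC Zfp281 peaks. For peak count ratios they were a common minimum score, merging, covered length and the same chromosomes. The move of each peak by 10 to 50 kb, a common minimum at the lowest score of the XEN list, the overlap of XEN Zfp281 with ESC Suz12 peaks, the divisions by score and width and the summit distances were added later. With 1 library per group there is no test of the conditions. Intervals of shares are 95% Wilson intervals and cover counting error only, and neighbouring peaks are not independent.

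The text names every peak of a list of 10 or fewer peaks and the 3 peaks with the highest score of each longer list. This rule was set in advance and also listed genes, which were not used because no annotation of the build was used.

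The depth and the control level behind each peak were computed from its deposited fold and -log10 p-value. The fold was taken as the ChIP pileup plus 1 over the expected level plus 1, and the p-value as the Poisson upper tail of the pileup at that level, with the pileup a whole number of tags times 1 scale factor per list. Every peak of 4 lists had a whole number of tags that gave its -log10 p-value within 0.002. In the XEN Suz12 list this match covers only 4 peaks. Its scale factor, background and fragment length were read from the same 4 peaks, so its depth is less certain than that of the long lists. The scale factor of the ChIP pileup was 1 for ESC Zfp281, 0.590 for ESC Suz12, 0.815 for XEN Zfp281 and 0.636 for XEN Suz12. The lowest expected level in a list was taken as its genome-wide background, and it was 3.01, 2.82, 2.36 and 2.20 tags in the same order. With fragment lengths of 302, 350, 257 and 240 bp, read from the narrowest peak or from the steps of the level, this gave 9.98, 13.7, 11.3 and 14.4 ChIP tags per kb of the genome size the peak caller assumed. The corresponding control had 10.01, 8.05, 9.18 and 9.18 tags per kb. For the single XEN H3K27me3 peak, pileups from 203 to 205 and levels from 86.4 to 87.6 gave its values. The expected level is the higher of the background and a local control level, so it shows the control only where the control exceeds the background.

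The depth sets what a list can hold. A peak list contains only sites past the caller's threshold, so a site without a peak was not called at that depth, which does not show that the factor was absent. To set depth against list length, the recovered tags of each ESC peak were thinned at random by the ratio of ChIP tags per fragment length between the XEN and the ESC list, the expected level was scaled to the XEN background, and peaks that still reached the lowest -log10 p-value of the XEN list were counted. The ratio was 0.961 for Zfp281 and 0.725 for Suz12. It is below 1 because the XEN fragments were shorter, as the XEN libraries had more ChIP tags per kb.

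Calculations were done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. The recovery of tags and levels was tested on 1491 simulated peaks with 3 scale factors, all of which came back with the right number of tags and the right level. The overlap calculation was tested on 3 pairs of lists with a planted overlap, and the planted percentage came back within 0.0796 percentage points.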

Results

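Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where Zfp281, a zinc finger transcription factor, and Suz12, a subunit of Polycomb repressive complex 2, bind the genome of mouse embryonic stem cells (ESCs) and of mouse extraembryonic endoderm stem cells (XENs). ESCs are pluripotent cells derived from the early embryo, and XENs are stem cells of the extraembryonic endoderm lineage that gives rise to the yolk sac. The study asked how Zfp281 acts in ESCs as a barrier to their conversion into XENs. Trimethylation of histone H3 at lysine 27 (H3K27me3), the modification that Polycomb repressive complex 2 deposits, was mapped in XENs as well. The 7 samples made 7 groups of 1 library each, namely ESC input, ESC Suz12, ESC Zfp281, XEN input, XEN Suz12, XEN Zfp281 and XEN H3K27me3. The 5 immunoprecipitated samples each had a list of peaks, and no values of the input samples were analysed here. No group had a replicate, so no spread between replicates could be set against any difference. No p-value is given for a difference between cell types or antibodies. The only p-values printed below belong to a correlation across chromosomes, which are not replicates. Each share of peaks is given with its 95% Wilson interval, which covers counting error only.

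The lists differed widely in length. The ESC Zfp281 list held 52296 peaks covering 39.8 Mb, with a median width of 594 bp. The ESC Suz12 list held 8184 peaks covering 12.8 Mb, with a median width of 958 bp and a widest peak of 85840 bp. The XEN Zfp281 list held 3449 peaks covering 1.52 Mb, with a median width of 390 bp. The XEN Suz12 list held 4 peaks covering 4132 bp, and the XEN H3K27me3 list held 1 peak of 267 bp. The authors' fold enrichment over background had a median of 5.48 in the ESC Zfp281 list, 5.48 in the ESC Suz12 list and 6.35 in the XEN Zfp281 list. The depth of the libraries was read from the peak statistics. The ChIP library came to 9.98 tags per kb of genome for ESC Zfp281, 13.7 for ESC Suz12, 11.3 for XEN Zfp281 and 14.4 for XEN Suz12. By these values the XEN libraries had no fewer tags per kb than the ESC libraries of the same antibody. These are the tags the peak caller used, not counts of sequenced reads. Per fragment length the XEN libraries had fewer ChIP tags, 0.961 times those of ESCs for Zfp281 and 0.725 times for Suz12. The value for XEN Suz12 was read from only 4 peaks and is less certain. The depth behind the XEN H3K27me3 list could not be read from its single peak.

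The first comparison asked how the extent of Zfp281 binding differed between the cell types. The ESC list had 15.2 times as many Zfp281 peaks as the XEN list. Counting covered length in place of peaks moved this ratio most, to 26.1, because ESC peaks were wider. With a minimum score of 104 in both lists, the median of the ESC list, 26287 ESC peaks and 1879 XEN peaks remained, a ratio of 14.0. For Suz12 the ESC list had 2046 times as many peaks as the XEN list. This ratio rests on 4 XEN peaks and has no more precision than that count allows. All 4 scored above 96, the median score of the ESC Suz12 list, and at that minimum the ratio was 1046.5 because 4186 ESC peaks remained. The lowest -log10 q-value was 14.1 in the XEN Suz12 list and 16.9 in the XEN H3K27me3 list, against 1.31 to 1.53 in the long lists, and the labels do not state whether all lists were made with one threshold. At the lowest score of the XEN Suz12 list, a minimum added after the data were examined, 3148 ESC Suz12 peaks remained, a ratio of 787. The score follows the q-value, so for Zfp281 and Suz12 alike one minimum score need not be one p-value in both lists.

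The next comparison asked whether Zfp281 sites in XENs were a subset of those in ESCs. Of the 3449 XEN Zfp281 peaks, 2787 overlapped an ESC Zfp281 peak by at least 1 bp, or 80.8% (95% Wilson interval 79.5 to 82.1%). The XEN peaks placed at random on their own chromosomes 1000 times overlapped an ESC peak in 2.63% of cases (SD 0.277 between placements, range 1.65 to 3.54%), so the observed share was 30.7-fold higher. The other 662 XEN peaks had no ESC peak. In the reverse direction, 2666 of the 52296 ESC Zfp281 peaks overlapped an XEN peak, or 5.10% (4.91 to 5.29%), against 0.175% (SD 0.0185) in random placements. The alternative that moved both shares most was to keep as many ESC peaks as there were XEN peaks, taking those with the highest score. The share of XEN peaks at an ESC peak then fell to 33.0% (31.4 to 34.6%), and the share of ESC peaks at an XEN peak rose to 30.3% (28.8 to 31.9%). At shared sites the summits coincided closely. The median distance from the XEN summit to the nearest ESC summit was 56 bp (quartiles 22 and 122 bp), and it was at most 100 bp for 70.0% of the 2787 peaks.

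Whether an ESC Zfp281 site also had an XEN peak followed its strength in ESCs. This division by score was chosen after the data were examined. In the highest decile of ESC peaks by the authors' -log10 q-value, 24.9% (23.8 to 26.1%) overlapped an XEN Zfp281 peak, and in the ninth decile 9.62% did (8.85 to 10.4%). In the lowest decile the share was 0.803% (0.595 to 1.08%). The intervals of the top 3 deciles did not overlap one another. ESC peaks with an XEN peak had a median fold enrichment of 13.5 and a median width of 1091 bp, against 5.34 and 579 bp for those without. In the other direction, the top quartile of XEN peaks by -log10 q-value overlapped an ESC peak in 86.0% of cases (83.5 to 88.1%), and the lowest quartile in 76.8% (73.9 to 79.5%).

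The last planned comparison asked whether Zfp281 and Suz12 share sites in ESCs. Of the 8184 ESC Suz12 peaks, 3747 overlapped an ESC Zfp281 peak, or 45.8% (44.7 to 46.9%). Random placement of the Suz12 peaks gave 4.56% (SD 0.225, range 3.90 to 5.32%), so the observed share was 10.1-fold higher. In the reverse direction, 4063 of the ESC Zfp281 peaks overlapped a Suz12 peak, or 7.77% (7.54 to 8.002%), against 0.756% (SD 0.0385) in random placements, a 10.3-fold difference. Most Suz12 peaks with an overlap met a single Zfp281 peak (3085 peaks), and 662 met 2 or more. With equal numbers of peaks in both lists, the share of Suz12 peaks at a Zfp281 peak was 17.2% (16.4 to 18.04%). This was the alternative that moved it most. A further reference was added after the data were examined, in which each Suz12 peak was moved by 10 to 50 kb to either side so that it stayed in its own neighbourhood. The moved peaks overlapped a Zfp281 peak in 9.79% of cases (SD 0.303), and the observed share was 4.68-fold higher.

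**Figure D1:**
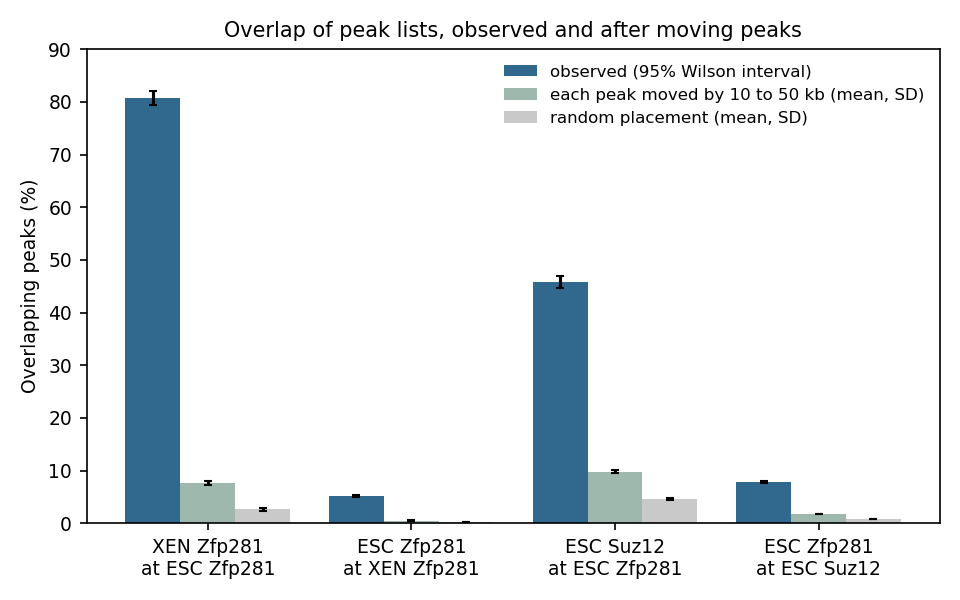
Bars give the percentage of peaks of one list that overlap a peak of another list by at least 1 bp (vertical axis, percent) for 4 ordered pairs of lists (horizontal axis), as observed with the 95% Wilson interval, after moving each peak by 10 to 50 kb and after random placement on its chromosome, the last 2 as means with the SD over 1000 placements. The observed shares of 80.8, 5.10, 45.8 and 7.77% lie above both references in each pair.

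The share of Suz12 peaks at a Zfp281 peak rose with the strength and the width of the Suz12 peak. It was 30.1% (28.2 to 32.1%) in the lowest quartile of Suz12 peaks by -log10 q-value and 67.7% (65.7 to 69.7%) in the highest quartile. By width it was 30.6% (28.7 to 32.7%) in the narrowest quartile, with a median width of 448 bp, and 69.0% (66.9 to 70.9%) in the widest quartile, with a median width of 2562 bp. Wider peaks also meet more Zfp281 peaks by chance. Relative to random placement of the same peaks, the narrowest quartile was enriched 11.4-fold and the widest 8.52-fold. Within overlapping Suz12 peaks, the Zfp281 summit was not placed close to the Suz12 summit. The median distance between the nearest summits was 541 bp, against 610 bp from a random position in the same Suz12 peaks, and the distance was at most 100 bp for 7.82% of peaks against 8.35% from the random position.

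**Figure D2:**
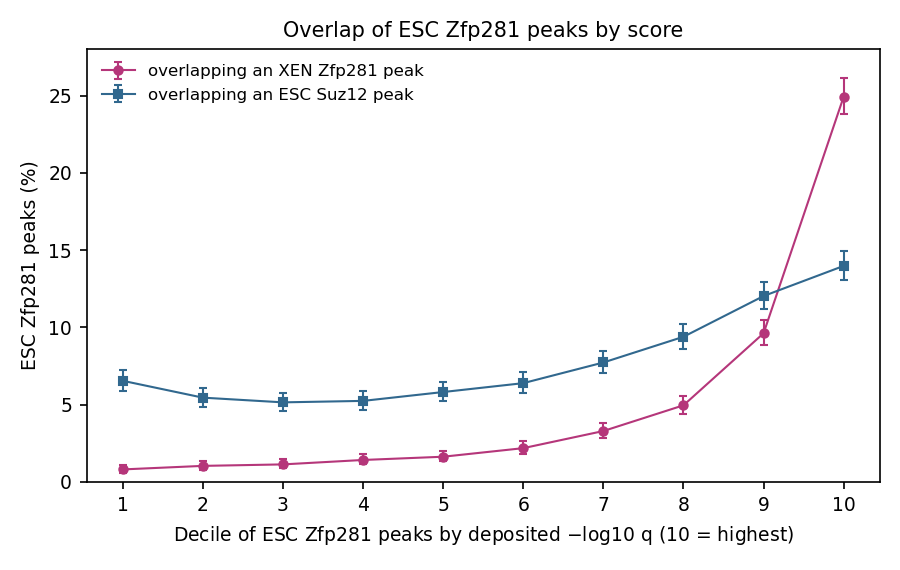
Points give the percentage of ESC Zfp281 peaks (vertical axis, percent) that overlap an XEN Zfp281 peak or an ESC Suz12 peak in each decile of the ESC Zfp281 list by its deposited -log10 q-value (horizontal axis, 10 highest), with 95% Wilson intervals. The share with an XEN Zfp281 peak ranges from 0.803% in the lowest decile to 24.9% in the highest, and the share with a Suz12 peak from 5.14% in the third decile to 14.0% in the highest.

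XEN Zfp281 sites were also set against the Suz12 peaks of ESCs, a comparison added after the data were examined. Of the 3449 XEN Zfp281 peaks, 177 overlapped an ESC Suz12 peak, or 5.13% (4.44 to 5.92%), against 0.664% (SD 0.136) in random placements. Among XEN peaks that had an ESC Zfp281 peak the share was 6.14% (5.30 to 7.09%). Among the 662 XEN peaks without one it was 0.906% (0.416 to 1.963%), an interval that includes the mean of the random placements. In the reverse direction, 163 of the ESC Suz12 peaks overlapped an XEN Zfp281 peak, or 1.99% (1.71 to 2.32%).

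The peaks with the highest scores are given here with their positions as the authors' lists give them. The labels do not name the build. That of the 3 long lists is older than GRCm38, and that of the short lists could not be told from so few peaks, so overlaps and distances between short and long lists assume one build. What the gene annotation holds at these positions was not analysed here. The ESC Zfp281 peak with the highest score lay on chromosome 11 from 95850633 to 95854060, with an 81.5-fold enrichment in the authors' list and an XEN Zfp281 peak 6377 bp away. The next lay on chromosome 15 from 38007249 to 38009133 (78.0-fold) and had its nearest XEN Zfp281 peak 373365 bp away. The third lay on chromosome 6 from 136418770 to 136420007 (72.0-fold) and overlapped an XEN Zfp281 peak that ranked 72 in its own list. None of the 3 overlapped a Suz12 peak.

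The ESC Suz12 peak with the highest score lay on chromosome 1 from 157578245 to 157589381, spanned 11137 bp and had a 38.1-fold enrichment. It overlapped the ESC Zfp281 peak that ranked 8 in its list. The second, on chromosome 3 from 128914450 to 128930909, spanned 16460 bp (40.1-fold) and overlapped an ESC Zfp281 peak of rank 3638 and an XEN Zfp281 peak of rank 2584. The third, on chromosome 2 from 74494119 to 74505957, spanned 11839 bp (39.8-fold) and overlapped an ESC Zfp281 peak of rank 27755. The widest Suz12 peak, singled out after its value was seen, ran on chromosome 11 from 96133144 to 96218983, or 85.8 kb, and overlapped 21 Zfp281 peaks.

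The XEN Zfp281 peak with the highest score lay on chromosome 3 from 95469709 to 95470533 (30.5-fold) and overlapped an ESC Zfp281 peak of rank 4501. The second lay on chromosome 17 from 21716087 to 21717134 (34.2-fold) and had no ESC Zfp281 peak closer than 10995 bp. The third lay on chromosome 9 from 59504392 to 59505541 (33.7-fold) and overlapped an ESC Zfp281 peak of rank 57.

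Of the 4 XEN Suz12 peaks, 3 lay within 21.7 kb of one another on chromosome 3, from 133129777 to 133130931 (9.65-fold), from 133148598 to 133149356 (10.8-fold) and from 133149556 to 133151496 (7.81-fold). Each of these 3 overlapped an XEN Zfp281 peak. None overlapped a peak of either ESC list. The nearest ESC Suz12 peak was 515129 bp from the first of them. The other XEN Suz12 peak lay on chromosome X from 103382134 to 103382410 (7.60-fold) and overlapped an ESC Zfp281 peak of rank 20925. The XEN H3K27me3 peak lay on chromosome 2 from 98502677 to 98502943, with a 2.33-fold enrichment over a control level that was at least 86.4 tags. None of the 4 XEN Suz12 peaks overlapped it or an ESC Suz12 peak.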

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

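The tests in this part were chosen after the pattern had been seen. They use the control level at each peak, as recovered from the peak statistics, which no comparison of the report uses. The input samples themselves were not analysed here.

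On 17 autosomes, the local control level exceeded the genome-wide background at 43.8 to 57.8% of the ESC Zfp281 peaks. On chromosome 1 it did so at 93.7% and on chromosome 8 at 94.7% of the peaks. This drew attention because it is a signal of the control within lists meant to show the antibody. If the sequence or the gene density of the sites raised the level, the same sites would be raised in the ESC Suz12 list. At 60 sites on these chromosomes and 369 on the other autosomes where both ESC lists had a summit within 150 bp, the mean level relative to the background was 1.46 times higher on chromosomes 1 and 8 in the ESC Zfp281 list (bootstrap 95% interval 1.34 to 1.60). In the ESC Suz12 list it was 1.01 times that of the other autosomes (0.938 to 1.09). By the share of these sites with a level above the background, the ESC Zfp281 list had 98.3% (91.1 to 99.7%) against 60.7% (55.6 to 65.6%) on the other autosomes, and the ESC Suz12 list 86.7% (75.8 to 93.1%) against 74.8% (70.1 to 79.0%). Over all its peaks, the ESC Suz12 list had 80.3% on chromosome 1 and 81.9% on chromosome 8, the highest autosome, with 64.7 to 81.6% on the others. In the XEN Zfp281 list the shares were 96.7% on chromosome 1 and 90.4% on chromosome 8, within the 40.2 to 98.5% of the other autosomes but in their upper part. The mean level over all ESC Suz12 peaks was 1.42 times the background on chromosome 1 and 1.41 times on chromosome 8. On the other autosomes it was 1.27 to 1.53 times, with only chromosome 17 above both. The means at the same sites in the ESC Suz12 list argue against sequence and gene density as the whole source. The shares and the means over all peaks there, and the XEN levels, leave room for a part of it. Extra copies of both chromosomes in the cells behind the ESC Zfp281 list may be the source. They would also give more peaks there. Chromosomes 1 and 8 held 14.5% of the ESC Zfp281 peaks (14.2 to 14.8%). Among the ESC Suz12 peaks this share was 12.01% (11.3 to 12.7%), and among the XEN Zfp281 peaks 12.8% (11.7 to 13.9%). Shares also differed between the lists on autosomes without a raised level in the ESC Zfp281 list. Chromosome 5 held 7.20%, 6.34% and 5.07% of the peaks in the same order, and chromosome 3 held 4.05%, 5.18% and 4.38%. The share of peaks therefore does not single out chromosomes 1 and 8. The design names no group that differs in karyotype, so no biological explanation beyond extra copies was tested.

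The single XEN H3K27me3 peak had a control level of at least 86.4 tags, many times the background of 2.20 to 2.36 tags in the other XEN lists. A repeat that the genome build holds in too few copies may give such a level, since reads of all copies pile up there in any library. If both lists use one build, the XEN Zfp281 list had a peak 3938 bp away with a control level of 200.001 tags and an enrichment of 1.41-fold, so the region was raised in a control regardless of H3K27me3. Levels over 20 times the background were rare in the long lists, at 9 ESC Zfp281 peaks, 1 ESC Suz12 peak and 2 XEN Zfp281 peaks, this one included. The H3K27me3 list therefore holds no peak outside a region of high control signal. Whether the mark is low in these cells, the immunoprecipitation was weak or calling of narrow peaks missed broad domains cannot be read from 1 peak, and no biological explanation was tested. The -log10 q-value of this peak was 16.9, so a stricter threshold than in the long lists, or a list shortened after calling, stays open too.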

How the results depend on the processing

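No paired analysis was possible because each group had 1 library. The move of each peak by 10 to 50 kb, the minimum at the lowest XEN score and all settings for the overlap of XEN Zfp281 with ESC Suz12 peaks were chosen after seeing the data. Of the planned results, the shares of peaks near transcription start sites, the promoter odds ratio, the shares of the XEN gene list and the ratios of motif shares were not run, with all their alternatives, because no genome or annotation of the build was used. Restriction to chromosomes 1 to 19 and X, which removed 30 ESC Zfp281 peaks, left the 4 overlap percentages within their intervals. Shifting or moving peaks changes only the reference and says nothing about the percentages themselves.

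The largest shifts came from equal numbers of peaks, which by construction removes the weaker peaks of the longer list. The share of XEN Zfp281 peaks at an ESC Zfp281 peak went to 33.0%, that of ESC Zfp281 peaks at an XEN peak to 30.3%, that of ESC Suz12 peaks at a Zfp281 peak to 17.2% and that of ESC Zfp281 peaks at a Suz12 peak to 13.6%. With the higher-scoring 50% of each list, the first, the Suz12 share and the last went to 77.6%, 43.04% and 6.89%. With centres within 1 kb these 3 were 78.8%, 40.9% and 6.16%. An overlap of 50% of the shorter peak gave 30.4% for Suz12 peaks and 5.85% for Zfp281 peaks at Suz12. Merging gave 5.38% for ESC Zfp281 peaks at an XEN peak, 47.3% for Suz12 peaks and 7.43% for Zfp281 peaks at Suz12. For the shifts other than that with equal numbers, the cause was not tested.

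The ESC to XEN ratio of Zfp281 peaks went to 26.1 by covered length and lay between 14.0 and 15.2 otherwise. That of Suz12 went to 1046.5 at the ESC median score, to 787 at the lowest XEN score and to 3099 by covered length, because the ESC list loses weak peaks and has wide ones. It rests on 4 XEN peaks, or on 3 after merging, which gave 2245. The covered lengths were 39793761 and 1523292 bp for Zfp281 and 12805468 and 4132 bp for Suz12, with mean widths of 761, 442, 1565 and 1033 bp.

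All observed overlaps stayed above their placements. The excess was lowest when each peak was moved by 10 to 50 kb, at 10.6-fold for XEN Zfp281 peaks at ESC Zfp281 peaks, 10.2-fold in reverse, 4.68-fold for Suz12 peaks at Zfp281 peaks and 4.43-fold in reverse. For XEN Zfp281 peaks at ESC Suz12 peaks and the reverse, 7 of 12 alternatives that can change the share moved it outside its interval. With the higher-scoring 50% of each list the 2 shares were 2.78% and 1.10%. With equal numbers of peaks they were 3.31% and 2.81%. Both stayed at least 4.12-fold above their placements.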

Other observations

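The tests of control signal and of the calling threshold at XEN Zfp281 peaks without an ESC peak, of control signal and of DNA class at sites of Zfp281 and Suz12, and of score and width in the retention of Zfp281 sites were written down before their results were seen. The other tests in this part were chosen only after the result was seen. Odds ratios and intervals treat peaks as independent and cover counting error only. The cell type is an untested biological explanation wherever ESC and XEN lists differ.

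The shorter XEN Zfp281 list does not follow from depth. The XEN library had more ChIP tags per kb, 11.3 against 9.98, and after thinning to the ChIP tags per fragment length and the background of the XEN list, 46487 of the 52296 ESC peaks still reached the lowest -log10 p-value of that list, which is 13.5 times its length. A uniformly weaker enrichment at the same sites would leave the strongest XEN peaks at ESC peaks, yet 14.0% of the top quartile of XEN peaks by -log10 q-value had no ESC peak (11.9 to 16.5%). A lower efficiency of the XEN immunoprecipitation together with other sites being bound stays open, as does a true loss of binding at most ESC sites.

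XEN Zfp281 peaks without an ESC peak were no more often in regions of high control signal than shared peaks. A control level over 3 times the background was found at 1.964% of the 662 XEN-only peaks and at 2.08% of the 2787 shared peaks. They were somewhat weaker, with a median -log10 q-value of 9.69 against 11.6, but 121 of them were in the top quartile of the list, so weak calls near the threshold are not the whole cause. Sites bound in XENs and not in ESCs are a candidate explanation for the rest, as a hypothesis from 1 library per cell type.

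The overlap of Zfp281 and Suz12 in ESCs was not explained by both factors lying in the same neighbourhoods, since it stayed 4.68-fold above that of Suz12 peaks moved by 10 to 50 kb. Nor was it explained by high control signal, which was found at 0.517% of the Zfp281 peaks with a Suz12 peak and at 0.272% of those without. A shared preference of both factors for one class of DNA, such as CpG-rich promoters, could not be told apart from a link between them. XEN-only Zfp281 sites overlapped ESC Suz12 peaks at 0.906%, far below the 6.14% of sites with peaks in both cell types. The latter lie at ESC Zfp281 peaks by definition, and 7.77% of all ESC Zfp281 peaks overlapped a Suz12 peak. The contrast therefore partly restates that overlap. The XEN-only sites may also be another class of DNA, and no genome was used to decide this. The summit distances in the report are consistent with both factors sharing regions more than exact positions.

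ESC Zfp281 sites with a Suz12 peak had an XEN Zfp281 peak in 4.92% of cases (200 of 4063, 4.30 to 5.63%), and those without in 5.11% (4.92 to 5.31%), an odds ratio of 0.961 (0.829 to 1.11). Sites with Suz12 were stronger in ESCs, with a median -log10 q-value of 17.2 against 10.3, and strong sites were retained more often. Within deciles of score the odds ratio was 0.579 (0.496 to 0.675), below 1 in 8 of 10 deciles, and within deciles of width it was 0.492 (0.423 to 0.573), below 1 in 9 of 10 deciles. Differences in score and width thus hid a lower retention rather than making one. A hypothesis is that Zfp281 sites within Polycomb regions of ESCs lose Zfp281 in XENs more often than other sites of like strength. The promoter content of the sites was not tested.

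The 4 XEN Suz12 peaks were not a matter of depth, as far as the depth can be read from these 4 peaks. The XEN library had 14.4 ChIP tags per kb against 13.7, and after thinning to its ChIP tags per fragment length and its background, 2006 of the 8184 ESC Suz12 peaks still reached a -log10 p-value of 20.9, the lowest in the XEN list. A stricter threshold is not the whole cause either, as these 2006 peaks met the lowest -log10 p-value of the XEN list. By score, 3148 ESC Suz12 peaks had at least the lowest value of the XEN list. The score follows the q-value, however, so one score need not be one p-value in both lists. Whether the list was shortened after calling was not tested. An inefficient Suz12 immunoprecipitation in XENs and a true loss of Suz12 from its ESC sites cannot be told apart. A weaker immunoprecipitation would leave peaks at the strongest ESC sites, and 0 of the 4 XEN Suz12 peaks overlapped an ESC Suz12 peak, but 4 peaks are few, and a failed immunoprecipitation would leave none there, as would a true loss. The near-empty H3K27me3 list does not settle this, for the reasons given with its single peak.

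The 3 XEN Suz12 peaks on chromosome 3 each coincided with XEN Zfp281 peaks, although Zfp281 peaks cover little of the genome. In 1000 random placements of the 4 XEN Suz12 peaks, 6 placements had any overlap with an XEN Zfp281 peak. The 3 peaks lie within 21.7 kb and count as 1 locus, so their number adds little to this. The overlap assumes that both lists use the same build. The ends of the peaks differed between the antibodies by a median of 43 bp, with no reference from another pair of antibodies in one cell type. For one of the 3 the differences of 9 and 7 bp are to the joined span of 2 Zfp281 peaks, and without it the median was 93.5 bp. High control signal is not the cause, since the control level at the 3 peaks was at most 1.42 times the background. DNA present in both XEN ChIP libraries whatever the antibody, such as a carried-over fragment, may give coincident ends, as may a true site of both proteins. The tags at the summits per unit of depth were 1.28 to 2.30 times higher in the Suz12 library, which decides neither, because the H3K27me3 list has no peak there and the input reads were not analysed here.

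The ESC lists may rest on different controls. The control came to 10.01 tags per kb behind the ESC Zfp281 list and 8.05 behind the ESC Suz12 list, while it was 9.18 behind both the XEN Zfp281 and the XEN Suz12 list. One library processed in other ways could differ in number of tags. It would still raise the mean level on chromosomes 1 and 8 alike at the same sites, but the ratio to the other autosomes was 1.46 (1.34 to 1.60) in one list and 1.01 (0.938 to 1.09) in the other. Across single sites the relative levels went together with a Spearman correlation of 0.203, close to the 0.217 between neighbouring peaks of the ESC Zfp281 list 300 to 1500 bp apart and above the 0.0895 between the XEN Zfp281 and ESC Zfp281 lists. Neighbouring peaks are different sites, so none of these correlations shows what one control would give at the same site, and they decide nothing here. The samples include a single ESC input, and which control was used for which list is not stated in the labels. Another ESC culture or another control may stand behind one of the ESC lists.

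The control level also differed between autosomes in the XEN Zfp281 list. It exceeded the background at 40.2% of the peaks on chromosome 4 and 54.2% on chromosome 13, and at 98.5% on chromosome 12 and 98.4% on chromosome 19. The copy number of whole chromosomes in the XENs may be the source. Over the 17 autosomes other than 1 and 8, a higher level went with a larger share of the XEN than of the ESC Zfp281 peaks (Spearman's rho 0.755, permutation p 0.00062, adjusted 0.00248 over 4 relations, and Pearson's r 0.852, permutation p 2e-05, adjusted 8e-05, two-sided). Without the 2 autosomes farthest from the median, Pearson's r was 0.657. Chromosomes are parts of 1 library and not replicates. Gene density or openness of the chromosomes stays open. The correlation with the ESC Zfp281 level was -0.0294, but the ESC lists did not order the autosomes alike either (Spearman 0.0564), and openness can differ between the cell types. Chromosome 4 held 3.54% of the XEN and 7.25% of the ESC Zfp281 peaks. Part of the difference between the lists on single chromosomes may therefore reflect copy number or openness.

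On chromosome X the control level exceeded the background at 8.61% of the ESC Zfp281 peaks (6.78 to 10.9%) and 22.4% of the ESC Suz12 peaks (17.2 to 28.6%), lower than on all 19 autosomes in both lists. In the XEN Zfp281 list the share on X was 69.8% (60.5 to 77.7%), and 4 autosomes were lower. A single X copy in the ESCs and more in the XENs may explain this. Poor alignment of reads on X remains open, because the level varies widely between the XEN autosomes, so that 4 lower autosomes exclude nothing. X held 1.40% of the ESC Zfp281 peaks (1.303 to 1.504%) and 3.07% of the XEN Zfp281 peaks (2.55 to 3.70%). It held 2.46% of the ESC Suz12 peaks (2.14 to 2.81%), an interval that overlaps that of the XEN Zfp281 peaks. The peak shares therefore do not decide between these explanations. The sex of the lines is not in the labels.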
